A study of Homo sapiens with 2 samples. Its data were reported in "Transcriptional profiling provides insights into metronomic cyclophosphamide-activated, innate immune-dependent regression of brain tumor xenografts" (2015).

How the data were processed

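Host gene expression was measured in U251 tumors, a human glioblastoma cell line grown under the skin of immunodeficient scid mice. The mice either received no drug or were given cyclophosphamide (CPA) at 140 mg/kg every 6 days, a repeated schedule known as metronomic dosing. CPA-treated tumors were collected on day 12 (2 cycles) or day 18 (3 cycles), in each case 6 days past the latest injection. For untreated U251 tumors the paper gives days 6, 12 and 18, with tumors assigned to pools at random. The control pools were thus not matched in day to either CPA group, and a ratio can include effects of the day of collection. RNA from several tumors was combined into pools, and an amplified, dye-labelled CPA pool and untreated pool were hybridised together to a mouse array (Agilent design with mm9 named as its genome build), so that probes were designed against transcripts of the host and not of the human tumor cells. Human RNA can bind a probe that matches both species; no probe sequences were used here, so such probes were not set apart. Each of the 2 time points comprised 2 arrays, each with its own CPA pool (4 CPA pools in all). The same 2 untreated pools, JD5 and JD6, served both time points. The dyes were swapped between the arrays of a time point: CPA RNA was green on replicate 1, against JD5, and red on replicate 2, against JD6. The direction of every ratio was taken from the dye labels, and all ratios are given as CPA over control.

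The authors deposited the scanner output of each array, from Agilent Feature Extraction 11.0.1.1 for day 12 and 10.7.1.1 for day 18. The deposited spot and local background values are intensity readings, medians over the pixels of a spot, with no normalisation. The deposited log10 ratio of red over green, and its error on the log10 scale, come from the same software after background subtraction and dye normalisation (linear and lowess) within the array. Flags of 0 or 1 per spot, set by Feature Extraction, mark outliers, saturation and signals well above background. The authors also deposited, per time point, a linear ratio for each probe, averaged by them over both arrays with an error-weighted model. That ratio correlated across 22341 transcripts with the mean deposited log ratio turned to CPA over control (Pearson's r of 0.983 on day 12 and 0.997 on day 18), and with red over green it was positive where CPA RNA was red (0.802 and 0.948) and negative where it was green (-0.885 and -0.945).

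Intensities were read with limma 3.58.1 in R 4.3.3. Background was corrected with normexp (offset 50) over all spots. The median spot signal was used, since the mean signal that had been chosen beforehand was not among the columns used here. Control spots were then removed (1377 of 44397 per array), spots flagged as outliers were given no weight, and each array was normalised by loess. Spots of one probe were averaged, which concerned 399 probes with 10 spots. Of 39429 probes, 26648 were kept because they were well above background in every channel of at least 1 of the 3 RNA groups (control, CPA day 12, CPA day 18) and had a usable spot on every array. An offset and loess pull the ratios of dim probes toward 0.

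Results are counted per transcript, meaning the accession that the array design pairs with a probe, or the probe itself where it has none. The design file came in 2 versions that gave the same identifier for 79.4% of gene spots, and that of the day 12 arrays was used throughout. Where a transcript had several kept probes (3750 transcripts), the brightest stood for it. This left 22341 transcripts, of which 15911 carried a curated RefSeq mRNA accession (NM_). The files pair no accession with a gene symbol, and the table of gene names at hand covers human genes. Transcripts are therefore given by accession, and 12 lists of mouse gene symbols fixed beforehand were not tested (0 of their symbols occur among the identifiers).

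The log2 ratios of all 4 arrays were fitted together with limma (lmFit and eBayes), with a coefficient for each time point and 2 residual degrees of freedom before the variances were moderated. A transcript was called when its Benjamini-Hochberg adjusted p was under 0.05 and its change over 1.5-fold, two-sided. The difference between time points was the contrast of day 18 minus day 12 in the same fit. Each time point lay on a slide of its own, scanned and extracted separately, so slide and time point cannot be told apart in that contrast, whereas CPA and control were always compared within an array. Beside the test, transcripts were counted by value alone beyond 1.5-fold, for comparison with the deposited ratios. Because both time points used the same control pools, unchanged groups were simulated 20 times with each transcript's own residual spread, 50% of whose variance was given to the control pool. As these gave hardly any calls, the overlap was compared between lists of fixed length, a comparison added after the first results were seen. The rule for naming transcripts, fixed beforehand, took the largest changes among calls that went the same way on both arrays and were well above background in all channels of that day. Since no names are paired with accessions, 2 that rose and 2 that fell are printed: the first 2 rises, which were the same on both days, and the largest fall of each day.

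Arrays with the same replicate number share their control RNA and dye orientation, per the labels. Their deviations from the mean of their day went together, with a correlation of 0.38 across transcripts, so a term for the replicate number was tried as a block. Tried too were the deposited log ratio, normexp with no offset, median centring, no normalisation, other filters on dim probes, the mean over probes, separate channels (Aquantile normalisation and a shared intraspot correlation of 0.155 with slide as a block and 0.44 without), leaving out each array in turn, other thresholds, and an error model built from the deposited log ratio errors. The error model called transcripts at an unadjusted p under 1e-04 and over 1.5-fold, with p from a normal distribution, and not by the adjusted p. In the separate-channel fits, the correlation of 122 and 79 transcripts gave a fitting warning. The fit was tested on simulated data of 22341 transcripts with 200 changed: for day 12 it recovered 64.5% of changes of 1 on the log2 scale and 92.0% of changes of 2, and for day 18 it recovered 60.0% and 91.0%. For the contrast of the time points it recovered 0 of 200 changes of 1 and 84.0% of changes of 2. With the replicate block, the fit recovered 0 of 200 changes of 1 for each of these, and of changes of 2 it recovered 82.0% for day 12, 75.0% for day 18 and 0 of 200 for the contrast. The simulated noise was independent between arrays, with no term shared by replicate number, so the block could only cost a degree of freedom there. These values therefore do not give the power of the block in the measured data, where deviations were correlated. The number of arrays limits the precision of every value.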

Results

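The question was which mouse transcripts in U251 xenografts changed in level once metronomic CPA had been given for 2 or 3 cycles. The data comprised 4 arrays, 2 per time point, each comparing a pool of CPA-treated tumors with a pool of untreated tumors. The tumor RNA was a mixture of mouse and human RNA, and human RNA binding to mouse probes was not assessed here, so a signal called host below is one on a probe designed against a mouse transcript. No spot was saturated, and outlier flags fell on 149 to 280 of 43020 gene spots per array. Between 64.3% and 73.9% of probes were well above background in the CPA channel, and between 63.5% and 69.4% in the control channel. Repeated spots of a probe had a median SD of 0.046 to 0.051 in log2 ratio, against an SD over transcripts of 0.33 to 0.47. Replicate arrays correlated across 22341 transcripts with a Pearson's r of 0.569 (Spearman's rho 0.606) on day 12 and 0.907 (rho 0.87) on day 18, where transcripts are not independent replicates.

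**Figure D1:**
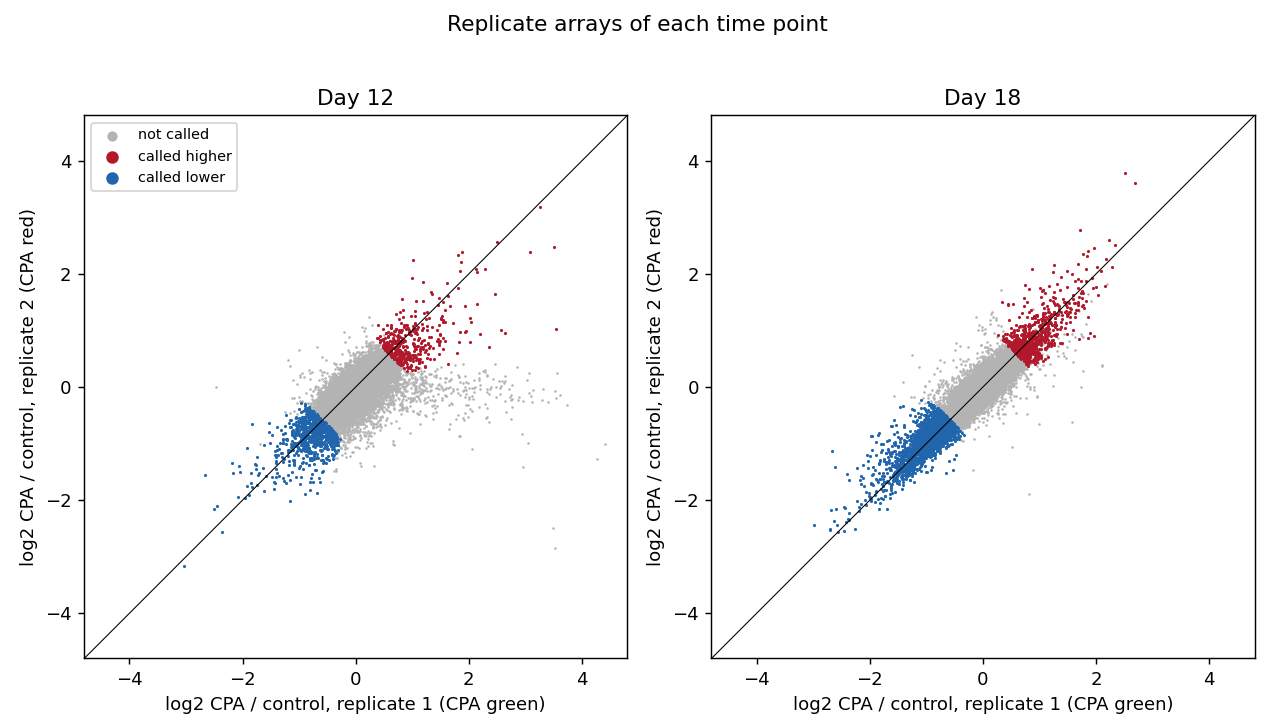
Log2 ratio of CPA over control on replicate 1 (x axis) against replicate 2 (y axis) for day 12 (left) and day 18 (right), 1 point per transcript, with called transcripts in red (higher) and blue (lower) and the diagonal as a line. The arrays of day 18 follow the diagonal more closely (r of 0.907) than those of day 12 (r of 0.569), where a band of grey points is high on replicate 1 and near 0 on replicate 2.

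On day 12, 1264 of 22341 host transcripts were called by limma, 415 higher and 849 lower in CPA-treated than in untreated tumors. The median log2 ratio of the calls was 0.77 for those higher and -0.75 for those lower. The count fell furthest with another normalisation: with each array centred on its median in place of loess, limma made 0 calls, with 1057 transcripts at an unadjusted p under 0.05 against 7889 in the fit with loess. The deposited error model gave 2537 at another threshold, an unadjusted p under 1e-04 and over 1.5-fold, where limma gave 347. Median centring leaves the dye bias in the ratios, where it enters the spread between dye-swapped arrays. With the replicate block, a combination chosen after seeing the data, median centring gave 2353 calls. Of these, 89.3% were higher and 650 were among the 1264. Without replicate 2 the count was 2008, of which 55.2% were higher, against 32.8% with both arrays. In 8 of the calls that were higher and 2 of those lower, the other group was not well above background on either array; these were at least 1.65-fold (median) and at least 1.52-fold (median) changed, taking the lowest signal well above background as the floor in each channel after loess and Aquantile normalisation.

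On day 18, 3447 transcripts were called, 877 higher and 2570 lower. The median log2 ratio was 0.76 among calls that were higher and -0.83 among those lower. Leaving out 1 array of this day gave 2355 or 2766 calls. In 9 of the calls that were higher and 1 that was lower, the other group was not well above background, and the bounds were at least 1.63-fold (median) and at least 1.51-fold.

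The balance of higher and lower calls was tied to the scale. The share of calls that were higher was 32.8% on day 12 and 25.4% on day 18 with loess and the offset. With no offset it was 43.8% and 37.9%, with the deposited log ratio 40.8% and 37.1%, and with the deposited error model 46.7% and 40.5%. With no normalisation within the array it was 92.9% of 14 calls and 99.5% of 200 calls. Before normalisation, the median transcript stood at a log2 ratio of 0.29 on day 12 and 0.57 on day 18, which loess takes to 0, so that the calls are changes relative to transcripts of like brightness. The ratio before normalisation also changed with brightness. With no offset, its median on day 18 was 0.30 in the dimmest decile of transcripts, 1.06 in the seventh and 0.59 in the brightest. The probes for spiked-in control RNA averaged 0.21 on day 12 and -0.15 on day 18.

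**Figure D2:**
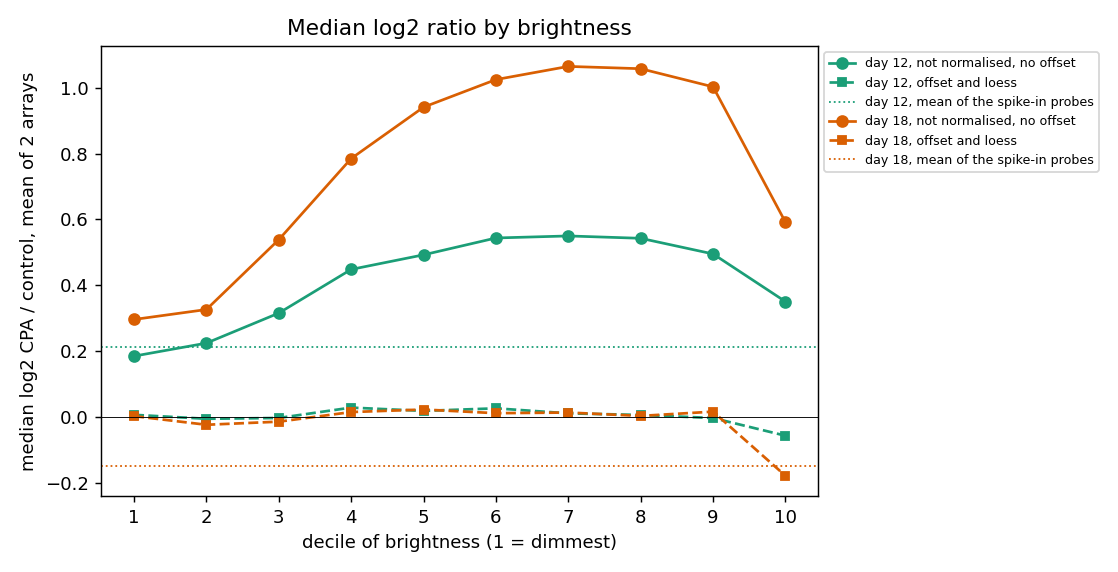
Median log2 ratio of CPA over control (y axis, mean of 2 arrays) in each decile of transcript brightness (x axis), before normalisation with no offset (circles) and after the offset and loess (squares), for day 12 in green and day 18 in orange; dotted lines give the mean of 10 spike-in probes. Before normalisation the medians of day 18 run from 0.30 to 1.06 and lie above those of day 12 in every decile, while after loess the brightest decile reaches -0.18 on day 18.

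Whether the time points shared their responses was asked by setting the calls and the ratios of both days side by side. Of the transcripts called, 984 were called in the same direction on both days, 289 higher and 695 lower, and 4 were called in opposite directions. Unchanged groups that shared the control pools gave a mean of 0.05 calls on day 12 and 0 on day 18 in 20 simulations, too few for an overlap of calls. Lists of the same length as the calls of each day, taken by the lowest p, were therefore compared: they had 979 transcripts in common with the same direction as measured, and a mean of 664 (highest 702) by simulation. In this model, shared controls and a variance estimate common to both days thus give a large overlap of lists this long without any response. Among calls of day 18, 94.6% of those higher and 95.7% of those lower had the same sign on day 12. Only 33.0% and 27.0% were also called there. Sign agreement without a response was not simulated for such selected transcripts, so shared controls may give part of it. The mean log2 ratios of both days correlated across transcripts with a Pearson's r of 0.755 and a Spearman's rho of 0.708. Unchanged groups with shared controls gave 0.504 and 0.456 by simulation, where noise is the only source of variation. The covariance of the ratios was 0.11 as measured and 0.0103 by simulation, so shared controls account for 9.32% of it under that model. The share of all transcripts with the same sign on both days was 76.2% as measured and 66.7% by simulation. The count of opposite calls was 20 without either array of day 12, and 0 or 1 without either array of day 18.

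Whether the response itself differed between the time points was tested with the contrast of day 18 minus day 12. By limma, 111 transcripts differed, 9 with a higher and 102 with a lower ratio on day 18. With the replicate number as a block, 246 differed, and with the channels fitted separately and slide as a block, 508 differed. The count was 0 with the deposited log ratio (3951 transcripts at an unadjusted p under 0.05, against 4651 in the fit with loess) and 0 without either array of day 18, and it was 1855 without replicate 1 of day 12 and 1479 without replicate 2. Leaving out an array leaves a lone array on its day, so the residual variance then comes from the 2 arrays of the other day. Deviations from the mean of a day had an SD of 0.172 on day 12 and 0.0999 on day 18. Counts without an array therefore follow this unequal spread as well as the ratios. The 102 with a lower ratio had a median log2 ratio of -0.09 on day 12 and -1.23 on day 18, and 97 of them were called lower on day 18. Slide and time point cannot be told apart here.

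**Figure D3:**
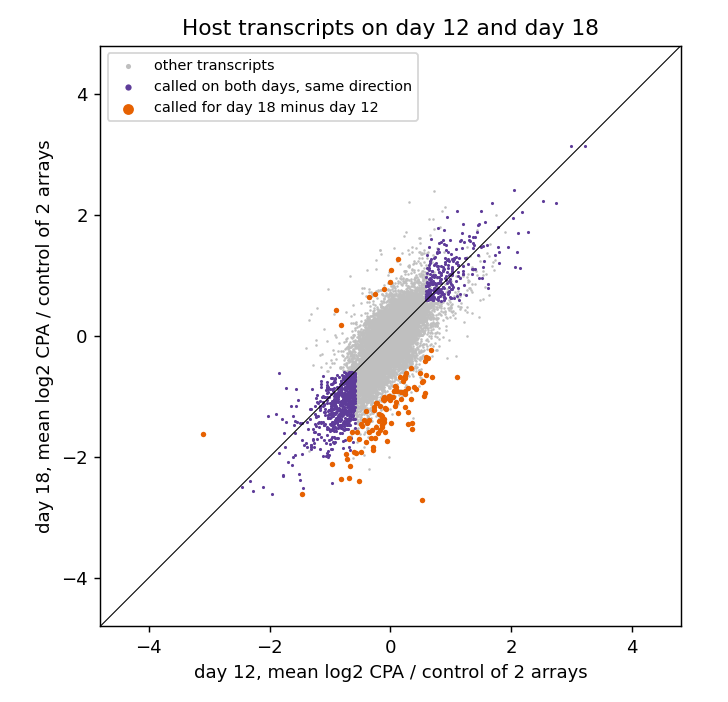
Mean log2 ratio of CPA over control of 2 arrays on day 12 (x axis) and day 18 (y axis), 1 point per transcript, with the diagonal as a line. Transcripts called in the same direction on both days (984, purple, except those also called for the difference) lie along the diagonal, and most of the 111 transcripts called for the difference (orange) lie below it.

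The largest rises on both days were those of NM_013459 and NM_010855. Each SE below is that of limma, from a moderated variance that both days share, and is not the spread of a day's 2 arrays. For NM_013459 the log2 ratio was 3.21 ± 0.20 (SE) on day 12, with a limma adjusted p of 0.0025, and 3.15 ± 0.20 on day 18, with an adjusted p of 0.00061. Its arrays stood at 3.25 and 3.17 on day 12 and at 2.69 and 3.61 on day 18. NM_010855 stood at 2.99 ± 0.35 (SE, limma adjusted p of 0.0079) and 3.15 ± 0.35 (adjusted p of 0.0018); its arrays lay apart, at 3.51 and 2.47 on day 12 and at 2.51 and 3.78 on day 18. The largest fall on day 12 was that of NM_008607, with a log2 ratio of -3.10 ± 0.11 (SE, limma adjusted p of 0.0013). It was smaller on day 18, at -1.61 ± 0.11 (adjusted p of 0.00065), a difference of 1.48 ± 0.15 with an adjusted p of 0.041. The largest fall on day 18 was that of NM_001033270, at -2.71 ± 0.16 (SE, limma adjusted p of 0.00059), while on day 12 it was not called, at 0.52 ± 0.16 (adjusted p of 0.075). The difference was -3.24 ± 0.23, with an adjusted p of 0.035. A second, dimmer probe with this accession did not share that change, with mean log2 ratios of -0.30 on day 12 and 0.0023 on day 18. The order of these transcripts depended on the setting. The replicate block, and leaving out an array of the other day, cannot change a day's ratio, so order and sign were fixed in those settings. Among the calls of the fit with loess that met the rule for naming, NM_013459 came first in 8 of 10 other settings on day 12 and in 4 on day 18, where NM_010855 came first in the other 6. NM_008607 had the largest fall of day 12 in 7 of 10, and NM_001033270 that of day 18 in 4 of 10. Each of the 4 kept its sign on each day under 10 other settings, but not every call held: the rises were called by limma in 9 of the 10 settings on each day, the fall of NM_008607 in 8 on day 12 and 7 on day 18, and that of NM_001033270 on day 18 in 7. None of them was called with median centring, where the adjusted p was 0.804 on day 12 and 0.246 on day 18. Over all transcripts with several probes, 82.3% of 413 further probes of day 12 calls had the sign of the brightest probe. For day 18 calls, 67.4% of 1040 further probes did. Of these further probes, 29.8% on day 12 and 24.3% on day 18 were also beyond 1.5-fold in that direction.

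Counted by value alone with no test, 1520 transcripts on day 12 (619 higher, 901 lower) and 3574 on day 18 (982 higher, 2592 lower) lay beyond 1.5-fold. The ratios deposited by the authors placed 3148 of the 22341 transcripts beyond 1.5-fold on day 12 (51.0% higher) and 6837 on day 18 (41.1% higher). Their correlation with the log2 ratios used here was 0.857 on day 12 and 0.891 on day 18.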

Values the study reported

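The study reported 326 mouse genes induced and 288 repressed by CPA in every one of its mouse array comparisons, 614 in all; these comparisons also took in rat 9L tumors. A further 833 mouse genes rose and 823 fell late, that is, in U251 tumors from day 18 onward and in 9L tumors on day 24. The study counted 8 mouse genes whose regulation went in opposite directions at its U251 time points.
By the study's sequence comparison, 90.3% of the mouse array probes matched mouse RNA sequences and 9.9% matched human ones.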

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

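The contrast of the time points, with loess and with the deposited log ratio, was fixed beforehand. The other tests in this part were chosen only after its result was seen. The ratio of CPA over control differed between the time points for 111 transcripts, by a limma test of the difference itself. In the deposited log ratio of the same arrays, all 111 differed by over 1.5-fold in the same direction with an unadjusted p under 0.05, although none passed adjustment there. Stronger compression of ratios on the day 12 slide was weighed first. The spike-in ratios of day 18 had a slope of 1.13 on those of day 12, and the scanner software put the spike-in slopes of the day 12 arrays (0.783 and 0.762) out of its range and those of day 18 (0.88 and 0.866) within it. Scaling day 12 up by that slope left 98.8% of the median difference of the 111 transcripts. After this scaling the smallest difference among the 111 was 0.788 in log2. Of the 111, 102 had a median log2 ratio of -0.09 on day 12 and -1.23 on day 18, a gap that a slope of 1.13 cannot give. These values argue against compression of the size seen in the spike-ins as the whole cause for the 111. Of the 111, 50 had opposite signs on the 2 days, which compression cannot give. These signs argue against compression as the whole cause for those 50. The scaling did, however, take the limma calls from 111 to 0, with the lowest adjusted p moving from 0.0345 to 0.0647 and all 111 still at an unadjusted p under 0.05, so that the count rests on values close to the threshold.

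An effect of slide and scan cannot be told apart from time, since no slide held both time points. Between slides, the CPA channel had an SD over transcripts 1.70 times that of the control channel in replicate 1 and 1.65 times in replicate 2, where the control pool was the same RNA both times; as the CPA pools differ between the days by design, this leaves both open. A difference between the drug responses after 2 and 3 cycles remains a possible explanation that these arrays did not test separately from the slide, and so does a difference between the tumors that entered the pools.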

How the results depend on the processing

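The counts below compare with 1264 calls on day 12, 3447 on day 18, 984 shared, 4 opposite and 111 for the difference. All settings were fixed before the data were examined, except spike-in centring, scaling by the spike-in slope, and the replicate block joined to median centring or the deposited log ratio, which were chosen after seeing the data. Unless a cause is stated, the cause was not tested.

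Median centring gave 0 calls for each of these results (1057, 4446 and 214 transcripts at an unadjusted p under 0.05 for day 12, day 18 and the difference), and no normalisation gave 14, 200, 13 shared, 0 opposite and 0 for the difference (47 at an unadjusted p under 0.05). Joined to the replicate block, which takes up the dye term left by centring, median centring gave 2353, 7620, 1995 and 13. Of its calls on day 12, day 18 and both days, 650, 1468 and 451 were among those made with loess. For the difference it gave 132 (96 higher, 36 lower, 35 of them among the 111). Spike-in centring with the block gave 3, 227, 3, 0 and 0 for the difference (118 at an unadjusted p under 0.05). In these fits most calls were higher, the share being 92.9% and 99.5% with no normalisation on days 12 and 18, 89.3% and 91.6% with median centring and the block (72.7% for the difference), and 66.7% and 99.6% with spike-in centring. With no normalisation and with spike-in centring few calls were left, 1 of them lower on each day, and most were among the calls made with loess (14 of 14 and 180 of 200, and 3 of 3 and 198 of 227), so that the lower calls were lost.

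Normexp with no offset gave 7 opposite calls and 0 for the difference (3944 at an unadjusted p under 0.05). The deposited log ratio gave 5740 calls on day 18 and 0 for the difference; 3220 of the 5740 were also among the 3447. With the block it gave 6462, 17 opposite and 0 (4875 at an unadjusted p under 0.05). The deposited error model, at an unadjusted p under 1e-04 and over 1.5-fold, gave 2537, 5706, 1854 and 17. At that same threshold limma gave 347, 1354, 288, 0 opposite and 51. With the adjusted p and no minimum fold, limma gave 4001, 8412, 3188 and 45.

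The difference moved with further choices: 222 with no filter on dim probes, 52 with the mean over probes, 246 with the replicate block, 508 with separate channels and slide as a block, 1213 without the slide term, and 0 after scaling by the spike-in slope (3941 at an unadjusted p under 0.05). The fit without the slide term also gave 14 opposite calls and a correlation between days of 0.697, against 0.755. The replicate block moved no other count by over 1.5 times.

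Leaving out each array in turn gave 1078 to 2008 calls on day 12, 2355 to 3573 on day 18, 760 to 1240 shared, 0 to 20 opposite and 0 to 1855 for the difference, and a correlation of 0.636 to 0.74; the lone array of a day was assumed to vary like the others. The share of day 12 calls that were higher ran from 27.1% to 55.2%, the latter without replicate 2. In these fits the residual variance came only from the day that kept 2 arrays, and the spread between arrays was wider on day 12. Call counts without an array, here and elsewhere, therefore follow that spread as well as the ratios. Counts beyond 1.5-fold without a test, 1520 and 3574, were 3292 and 6945 with the deposited log ratio, 3148 and 6837 with the deposited ratios, 2946 and 7620 with median centring, and 5248 and 11217 with no normalisation.

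Over all the settings fixed beforehand and these results, a count stayed within 1.5 times, or a correlation within the spread between single arrays, in 56 cases and moved further in 53. The gene lists and their alternatives were not run, because the identifiers were not paired with symbols here. Signal over background sets a further limit: 23702 of 39429 probes were well above background in all 8 channels. A separate fit to the 19884 transcripts with such probes gave 1252 calls on day 12 and 3422 on day 18. Of these, 1242 and 3413 were among the calls of the main fit.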

Other observations

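The tests on the band of transcripts high on one array were written before their results were seen, while those on the majority of lower calls, the spike-in shift and the agreement of the day 12 arrays were chosen only after the result was seen. On day 12, 246 transcripts had a log2 ratio over 1 on replicate 1 and were over 1 higher there than on replicate 2; the same rule gave 2 transcripts for replicate 2, and 9 and 17 for the replicates of day 18. Their median log2 ratio was 1.69 on day 12 replicate 1 and -0.06 on replicate 2, and 0.73 and 0.38 on the arrays of day 18. The set includes NM_010855. A local mark on the array would place their spots together, but the fullest of 100 equal blocks held 2.41% of the 291 spots and 96 blocks held at least 1; of 41 other probes with these accessions, 61.0% shared the rise of over 1, against 0.281% of probes with other accessions. Control pool JD5, or a green dye effect shared by both slides, would raise them on day 18 replicate 1 too, where the median difference between the replicates was 0.28, against 1.74 on day 12. These values argue against both explanations for most of the set. The CPA channel of replicate 1 was higher than that of replicate 2 by a median of 2.39, and the control channel by 0.42. A green dye effect on the day 12 slide alone would raise the ratio on replicate 1 and lower it on replicate 2. It would also make the control channel, green on replicate 2, higher on that array. The control channel was instead higher on replicate 1, by 0.42. This comparison, not fixed beforehand, argues against such an effect as the whole cause for most of the set. What stays open is whether JD9, the CPA pool of replicate 1, differed in its tumors, other host tissue or labelling. None of these was tested. Without replicate 2 all 246 were called higher, against 10 with both arrays.

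The lower agreement of the day 12 arrays (r of 0.569, against 0.907 on day 18) was weighed against a smaller response with equal deviations between arrays. The SD of the deviation was 1.72 times as wide on day 12 as on day 18, which such a response would not give. A term for the control pools, or for a dye effect that both slides share, could make up 33.7% of the day 12 variance if all of the day 18 deviation were due to it, which argues against it as the whole cause. A dye effect that differed between the slides stays open. Leaving out the 246 transcripts brought r to 0.691 and the ratio of the SDs to 1.38, as leaving out deviating transcripts must do in part.

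More transcripts were called lower than higher. Centring of each array on its own probes could give such a majority. On a scale taken from the spike-in probes, 99.6% of 227 day 18 calls were higher, but that scale moves all transcripts of an array alike, which fixes the direction, so this does not decide whether centring is the cause. On that scale the median of 19884 transcripts well above background in all channels rose by 0.23 on day 12 and 0.99 on day 18. The single arrays, in which dye bias is not balanced, stood at 1.04 and -0.57 on day 12, in opposite directions, and at 0.89 and 1.1 on day 18. Unequal amounts of spike-in RNA between labellings could produce such a shift. Against the spike-ins, the signal of control pool JD5 fell by 0.99 between the day 12 and day 18 slides and that of JD6 fell by 1.96, a difference of 0.97 for the same RNA. JD5 was red and JD6 green on both slides, however, and over all pools green minus red went from 0.81 on day 12 to -0.14 on day 18, so the pools cannot be told apart from a change of the dyes between slides, which would cancel in the mean of dye-swapped arrays. The value therefore does not give the error of the shift, and unequal spike-in amounts and a larger share of host RNA in CPA-treated tumors both stay open.

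The count of transcripts called in opposite directions on the 2 days was 4 here. That is lower than the value quoted from the study above. Transcripts were counted here in place of genes, and the thresholds differed. The study called genes by its own error model at a p under 1e-04 and over 1.5-fold. Over the settings tried the count ran from 0 to 45, on both sides of that value, but the 45 came with no minimum fold. At an unadjusted p under 1e-04 and over 1.5-fold, limma gave 0 and the deposited error model gave 17.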
